A study of Mus musculus with 15 samples.

How the data were processed

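The study profiled lumbar motor neurons (L1 to L3) of mouse pups at postnatal day 6. Per the labels' protocols, the neurons were traced with cholera toxin subunit B, a retrograde label, and isolated by laser-capture microdissection. Low-input poly(A) libraries were then sequenced with paired ends of 100 bases. There were 15 libraries in 5 groups of 3 biological replicates. WT stands for littermates with both Smn alleles that also carry the human SMN2 and SMNΔ7 transgenes, and SMA for SMNΔ7 mice, which lack mouse Smn. Both received vehicle. SMA+MW150 received a p38α inhibitor at 5 mg/kg, SMA+Pifithrin-alpha a p53 inhibitor at 2.2 mg/kg, and SMA+SMN-C3 a modifier of SMN2 splicing at 3 mg/kg. Injections were intraperitoneal and daily from postnatal day 0. Libraries are named by group and replicate, such as SMA 1.

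The authors deposited transcripts-per-million values (TPM) per gene and per transcript, 1 column per library. The program was kallisto, per the file names; its version, its index, the annotation release and any read trimming are not stated. Every library of the deposited TPM tables summed to 1000000, so no scaling between libraries had been applied. The gene table held 36144 symbols and the other table listed 118489 transcripts. Of these, 116728 (98.5%) matched transcript identifiers of GENCODE M21, which is built on GRCm38, and 35929 symbols were shared. The annotation was inferred from this match, and coordinates are taken from it. The gene value equalled the sum of its transcripts within 1% for 99.4% of values. The human SMN2 transgene was not analysed here. All 15 columns of each table were used.

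TPM values carry no counts, so the depth behind each value is not stated in the files, and no confidence interval or detection floor is given. As a description of the libraries, the depth was estimated from the smallest steps between low TPM values of 5323 genes with 1 transcript of at least 1000 bases. On 6 simulated libraries the largest error was 0.738%. Each was drawn with a fixed fragment length and the same length formula that the estimate uses. The error in the real libraries may thus be larger and was not measured. In the real libraries 80 to 139 genes sat at the worth of 1 fragment, against at most 2 in a typical window of the same width. The estimate enters no test of expression.

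Genes with at least 1 TPM in at least 3 libraries were tested (15425 genes). Values were taken as log2(TPM+1). One linear model with a mean per group was fitted to all 15 libraries with limma 3.58.1 (moderated variances with a trend on the mean) in R 4.3.3. All 10 pairs of groups were compared, with two-sided tests, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. The moderated F test of limma compared the 5 groups at once. Count models such as DESeq2 were not used, since the tables hold no counts. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

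Before the data were examined, the groups, the comparisons, the tests, 10 gene lists, the rule for named genes and a set of alternative settings were fixed. The lists, with listed and tested genes, were p53 targets (45, 43), p38 and AP-1 stress genes (22, 16), the integrated stress response (17, 16), motor neuron identity (19, 19), astrocyte (13, 13), oligodendrocyte lineage (14, 14), microglia (14, 13), vascular (12, 12), spinal interneuron (10, 7) and red blood cell (6, 5). Each list was tested with camera (inter-gene correlation of 0.01) and with fry, which makes no such assumption. The list tests form a family of 100, over which both were adjusted with Benjamini-Hochberg. The shift of a list is the mean log2 change of its genes. For the p53 list the mean of each library was also compared by an exact two-sided permutation test. With 3 libraries against 3 that test cannot go below 0.1.

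The reversal of a treatment was computed over the genes called between SMA and WT. It is the median of the change between treated and SMA libraries, divided by the SMA change from WT and with its sign turned, so 0% is no return and 100% a full return to WT. The planned null, with independent genes and a fixed SMA mean, was too narrow on simulated data (-0.036 to 0.036). In its place, 1000 draws of whole residual libraries with replacement gave a wider null (-0.219 to 0.191) and the p-values. The called genes stayed fixed in these draws. Isoform use was tested with limma's diffSplice and Simes p-values on 41250 transcripts of 9336 genes with at least 2 tested transcripts.

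The gene, list, return and isoform steps were tested on simulated data. These held independent normal noise with the spread estimated per gene or transcript from these libraries. Such noise has no correlation between genes and no outlying library, so the rates below hold for that setting only. With 200 genes changed by log2 1, 2 and 4 between 3 and 3 libraries, the gene test recovered 0%, 74% and 99.5% of them. At 2 and 4, 3.90% and 3.40% of its calls were false. At 1, it made 2 calls in a comparison with no change. For isoform use with 200 genes changed by log2 3, diffSplice recovered 82% but 18.4% of its calls were false, with 8 calls in an unchanged comparison. An alternative with a spread per transcript recovered 66.5%, with 5% false calls and 0 in the unchanged comparison. Its counts stand beside those of diffSplice.

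The named genes are Smn1, Trp53, Cdkn1a, Mdm2, Mdm4, Ccng1, Tmem41b and Chat in every comparison. Added to them, per comparison, are the called genes with the largest changes among those whose groups do not overlap and whose higher group mean is at least 5 TPM. These are the top 5 rises and 5 falls for SMA against WT and the top 3 rises and 3 falls for the other comparisons. For isoforms they are the 3 genes with the smallest adjusted p per comparison, and Mdm2 and Mdm4. Snrpa1, C1qb, C1qc, Gm29216, Trav6-7-dv9, Trav6d-7 and Trav6n-7 were chosen after their values were seen.

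The alternatives set in advance were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, TPM without mitochondrially encoded genes, a replicate block, array quality weights, gene values summed from transcripts, a fit of only the groups compared, fry for camera, and leaving out each library. A sex score could not be formed, since the table lists no Xist. Alternatives added after the data were seen were a Y-linked score and the mitochondrial share as terms, leaving out WT 1 and SMA+Pifithrin-alpha 3 (the highest mitochondrial shares), the spread per transcript, and the null of residual libraries. The default algorithm of the array weights did not converge (it gave SMA+Pifithrin-alpha 2 a weight of 275.9), so the gene-by-gene algorithm was used instead; that choice was also made after the data were seen.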

Results

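RNA abundance was measured in 15 libraries of laser-captured lumbar motor neurons, 3 each from vehicle-treated WT and SMA mice and from SMA mice given MW150, Pifithrin-alpha or SMN-C3. Estimated depth ranged from 26.8 M fragments in WT 2 to 79.3 M in SMA+SMN-C3 2 (M, 1000000; an estimate, since the tables hold TPM only). Its group means were 35.5 ± 11.2 M in WT, 31.9 ± 3.41 M in SMA, 41.3 ± 9.12 M in SMA+MW150, 43.6 ± 11.7 M in SMA+Pifithrin-alpha and 55.5 ± 23.1 M in SMA+SMN-C3 (SD, n = 3 in each group here and below). Between 12311 and 14916 genes per library reached 1 TPM. Over the 15425 tested genes, Pearson's r between libraries, computed across genes, ranged from 0.838 to 0.972 in 105 pairs; genes are not independent replicates.

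Mitochondrially encoded genes took 21.9% of all TPM in WT 1 and 20.4% in SMA+Pifithrin-alpha 3. They took 12.6% in SMA+Pifithrin-alpha 2, 11.3% in SMA+SMN-C3 1 and 3.76% to 7.55% in the other 11 libraries. Since TPM sums to the same total in each library, such shares move all other genes. The median log2 change of all tested genes was 0.24 for SMA against WT, -0.22 for SMA+Pifithrin-alpha and -0.23 for SMA+SMN-C3 against SMA, and 0.31 for SMA+MW150 against WT. It was 0.31 for SMA+MW150 against SMA+Pifithrin-alpha and 0.30 for SMA+MW150 against SMA+SMN-C3, and within 0.08 of 0 in the remaining comparisons. After median-of-ratios scaling it lay between -0.02 and 0.06 in every comparison, so changes below are to be read relative to these medians.

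**Figure D1:**
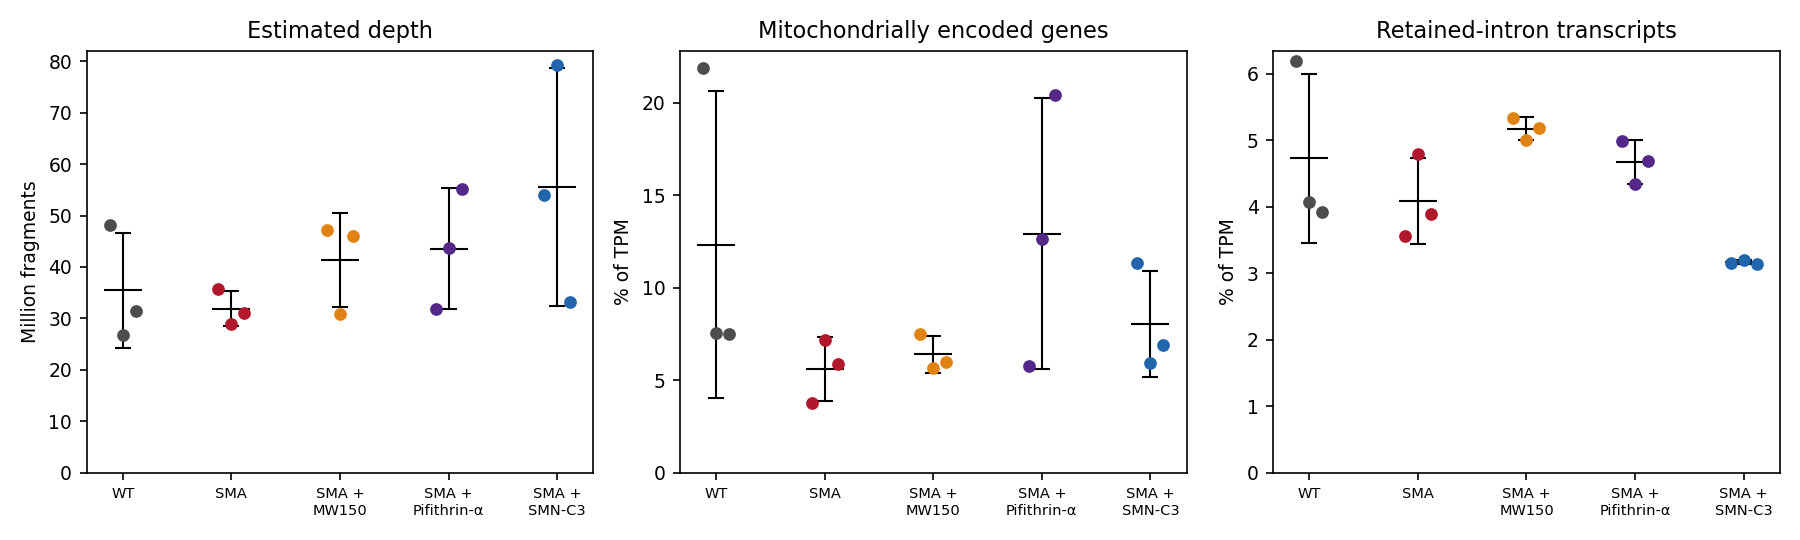
Estimated depth (million-fragment units), percent of TPM on mitochondrially encoded genes and percent of TPM on retained-intron transcripts, by group; points are libraries, bars the mean ± SD of 3. WT 1 (21.9%) and SMA+Pifithrin-alpha 3 (20.4%) have the highest mitochondrial shares, and the SMA+SMN-C3 libraries the lowest retained-intron shares (3.15% to 3.20%).

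Smn1 (ENSMUSG00000021645.16; chromosome 13, 100124852 to 100137690, plus strand) checks the genotype, since SMA mice lack it. It was at 16.3 ± 7.18 TPM in WT and at 0.154 ± 0.267 TPM in SMA, a log2 change of -3.84 (SE 0.42, adjusted p 1.5e-04). In the treated groups Smn1 stayed between 0 and 1.498 TPM in every library. Against WT its log2 change was -3.40 with MW150, -3.48 with Pifithrin-alpha and -3.69 with SMN-C3 (adjusted p 0.0012, 0.0012 and 0.0016). It did not differ between any treated group and SMA.

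Trp53, which encodes p53 (ENSMUSG00000059552.13; chromosome 11, 69580359 to 69591873, plus strand), was at 15.3 ± 1.05 TPM in WT and 41.0 ± 8.20 TPM in SMA. The 3 SMA libraries lay above the 3 WT libraries, but the log2 change of 1.35 (SE 0.36) had an adjusted p of 0.15 and was not called. With array weights (adjusted p 0.039) and without the pair of libraries with the highest mitochondrial share (0.049) it was called; over the other alternatives on all libraries its adjusted p was 0.12 to 0.32. Trp53 was at 39.5 ± 6.65 TPM with MW150, 30.1 ± 14.7 TPM with Pifithrin-alpha and 23.4 ± 9.14 TPM with SMN-C3. Those changes from SMA (-0.05, -0.55 and -0.83; adjusted p 1, 0.52 and 0.55) were not called, although the SMN-C3 libraries lay below the SMA libraries.

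Cdkn1a, the p53 target that encodes the cell cycle inhibitor p21 (ENSMUSG00000023067.14; chromosome 17, 29090976 to 29100727, plus strand), was at 42.7 ± 6.09 TPM in WT and 1054 ± 427 TPM in SMA. The log2 change was 4.51 (SE 0.40, adjusted p 1.8e-05). Cdkn1a was at 871 ± 258 TPM with MW150, 473 ± 260 TPM with Pifithrin-alpha and 318 ± 5.45 TPM with SMN-C3. Against SMA the log2 changes were -0.23, -1.25 and -1.63 (adjusted p 1, 0.46 and 0.17). The SMN-C3 libraries all lay below the SMA libraries. Cdkn1a stayed above WT with each treatment, by 4.28 with MW150, 3.26 with Pifithrin-alpha and 2.88 with SMN-C3 (adjusted p 5.9e-05, 0.0014 and 0.0093). The SMN-C3 call was lost in 3 of the 6 fits that each left out 1 library.

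Mdm2, a p53 target whose product degrades p53 (ENSMUSG00000020184.15; chromosome 10, 117688875 to 117710758, minus strand), rose from 11.2 ± 3.52 TPM in WT to 38.7 ± 12.4 TPM in SMA (log2 1.69, SE 0.32, adjusted p 0.025). That call was lost in 4 of the 6 fits that each left out 1 library (adjusted p 0.022 to 0.20). Mdm2 was at 40.5 ± 9.28 TPM with MW150, 35.5 ± 8.83 TPM with Pifithrin-alpha and 15.96 ± 3.10 TPM with SMN-C3. The SMN-C3 libraries lay below the SMA libraries, but the log2 change of -1.19 had an adjusted p of 0.23. Ccng1, a further p53 target (ENSMUSG00000020326.7; chromosome 11, 40748552 to 40755311, minus strand), rose from 18.8 ± 5.52 to 66.7 ± 25.3 TPM (1.75, SE 0.30, adjusted p 0.012). Leaving out 1 library removed the Ccng1 call in 2 of 6 fits. It was at 53.2 ± 9.97 TPM with MW150, 77.3 ± 10.002 TPM with Pifithrin-alpha and 38.6 ± 4.20 TPM with SMN-C3, with no call against SMA.

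Mdm4 (ENSMUSG00000054387.13; chromosome 1, 132959484 to 133030561, minus strand, overlapped by Gm29257 on the other strand) was at 9.71 ± 6.04 TPM in WT and 8.66 ± 2.44 TPM in SMA (log2 -0.02, adjusted p 0.98). With MW150, Pifithrin-alpha and SMN-C3 it was at 13.3 ± 1.34, 11.05 ± 4.34 and 4.62 ± 1.94 TPM. Tmem41b (ENSMUSG00000047554.14; chromosome 7, 109972187 to 109986929, minus strand) was at 41.6 ± 3.16 TPM in WT and 46.1 ± 9.80 TPM in SMA (0.13, adjusted p 0.80). Chat, the cholinergic marker (ENSMUSG00000021919.8; chromosome 14, 32408203 to 32465989, minus strand), overlaps Slc18a3 on its strand, so its value is uncertain. It was at 92.9 ± 24.2 TPM in WT and 81.2 ± 11.5 TPM in SMA (-0.17, adjusted p 0.80). It was at 112 ± 7.58 TPM with MW150 and 117 ± 14.6 TPM with SMN-C3, where the libraries lay above those of SMA (0.47 and 0.53; adjusted p 1 and 0.70). In the SMA+Pifithrin-alpha libraries it was listed at 111, 76.8 and 36.6 TPM. None of Mdm4, Tmem41b and Chat was called in any comparison with SMA or between SMA and WT. For SMA against WT the direction of each changed under other processing or without 1 library.

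**Figure D2:**
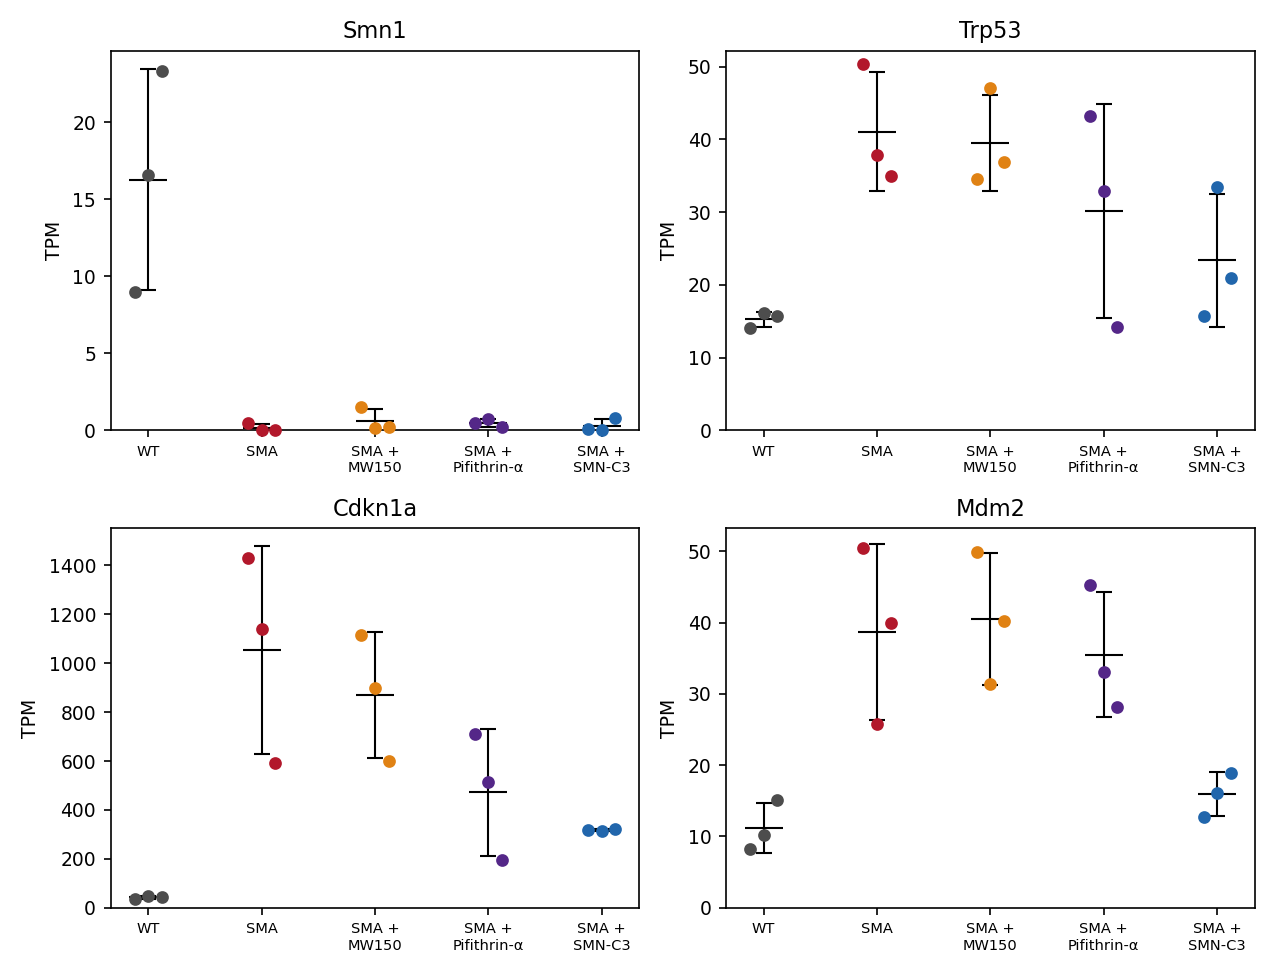
TPM of Smn1, Trp53, Cdkn1a and Mdm2 by group, each axis starting at 0; points are libraries and bars the mean ± SD of 3. Cdkn1a is at 1054 ± 427 TPM in SMA, 318 ± 5.45 TPM with SMN-C3 and 42.7 ± 6.09 TPM in WT.

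The comparison of SMA with WT asks what the loss of SMN changes in these neurons. With limma and Benjamini-Hochberg adjustment, 56 of 15425 genes were called, 55 higher and 1 lower in SMA, and 2078 had an unadjusted p under 0.05. Among the alternatives on all libraries the count moved most with array weights (100 genes, 56 shared) and with a fit of only those groups (16 genes, 16 shared). Without SMA 1 it fell to 20. Median-of-ratios scaling called 46 genes (44 shared; 44 higher, 2 lower). The groups did not overlap for 2816 genes (18.3%), where chance gives 10%.

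The called genes with the largest rises, apart from Cdkn1a, were Trim47, Ly6d, Dcxr and Gjb5, and the only fall was Smn1. Trim47 (ENSMUSG00000020773.11; chromosome 11, 116105752 to 116127210, minus strand) overlaps Trim65 on its strand, so its value is uncertain. It was listed at 0, 1.20 and 0.462 TPM in WT and at 132, 40.8 and 22.5 TPM in SMA (log2 5.10, SE 0.75, adjusted p 0.0031). Ly6d (ENSMUSG00000034634.7; chromosome 15, 74762056 to 74763620, minus strand) was listed at 0 in WT and at 41.3, 54.6 and 7.31 TPM in SMA (adjusted p 5.6e-04). Dcxr (ENSMUSG00000039450.11; chromosome 11, 120725399 to 120727281, minus strand) rose from 14.3 ± 2.62 to 319 ± 137 TPM (4.32, SE 0.36, adjusted p 1.6e-05). Gjb5 (ENSMUSG00000042357.2; chromosome 4, 127354809 to 127358181, minus strand) was listed at 0 in WT and at 33.3, 12.6 and 6.96 TPM in SMA (adjusted p 0.0036).

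Of the 56 called genes, 14 belonged to the p53 target list. That list asks whether p53 signaling differed. Its 43 tested genes rose by a mean log2 of 1.58 in SMA against WT, 41 of them upward (camera adjusted p 2.4e-24, fry adjusted p 0.0084). Adjusted over the list alone, 31 genes were called, all higher, against 14 over all genes tested. Among the alternatives on all libraries the shift moved most with the pseudocount of 0.1 (1.96) and with the mitochondrial share as a term (1.25). With median-of-ratios scaling it was 1.38. The mean log2 of the list per library was 2.59 to 3.22 in WT and 4.27 to 4.84 in SMA, and the exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow.

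The other lists cover stress responses, neuron identity and RNA of other cells. Microglia genes rose by 1.09 in SMA (13 of 13 genes; camera adjusted p 1.8e-05, fry adjusted p 0.026). Astrocyte genes (0.71, camera adjusted p 0.043) and motor neuron identity genes (-0.17, 0.017) passed camera only. When 1 library was left out, the camera p before adjustment reached 0.25 for astrocyte genes, whose call was lost in that fit. For motor neuron identity genes it reached 0.043. The lists for the integrated stress response (0.60), the oligodendrocyte lineage (0.77), p38 and AP-1 stress genes (0.47), vascular cells (0.15), spinal interneurons (0.58) and red blood cells (0.43) were not called (camera adjusted p 0.057, 0.14, 0.15, 0.86, 0.52 and 0.87). Of all camera calls in the 10 comparisons, those that also held under fry after adjustment were the p53 list for SMA, SMA+MW150 and SMA+Pifithrin-alpha against WT, and the microglia list for SMA against WT and SMA+Pifithrin-alpha against SMA. C1qc, a microglia gene chosen after its values were seen (ENSMUSG00000036896.5; chromosome 4, 136889804 to 136893065, minus strand), rose from 6.33 ± 2.36 to 25.1 ± 5.31 TPM (1.86, SE 0.32, adjusted p 0.014).

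**Figure D3:**
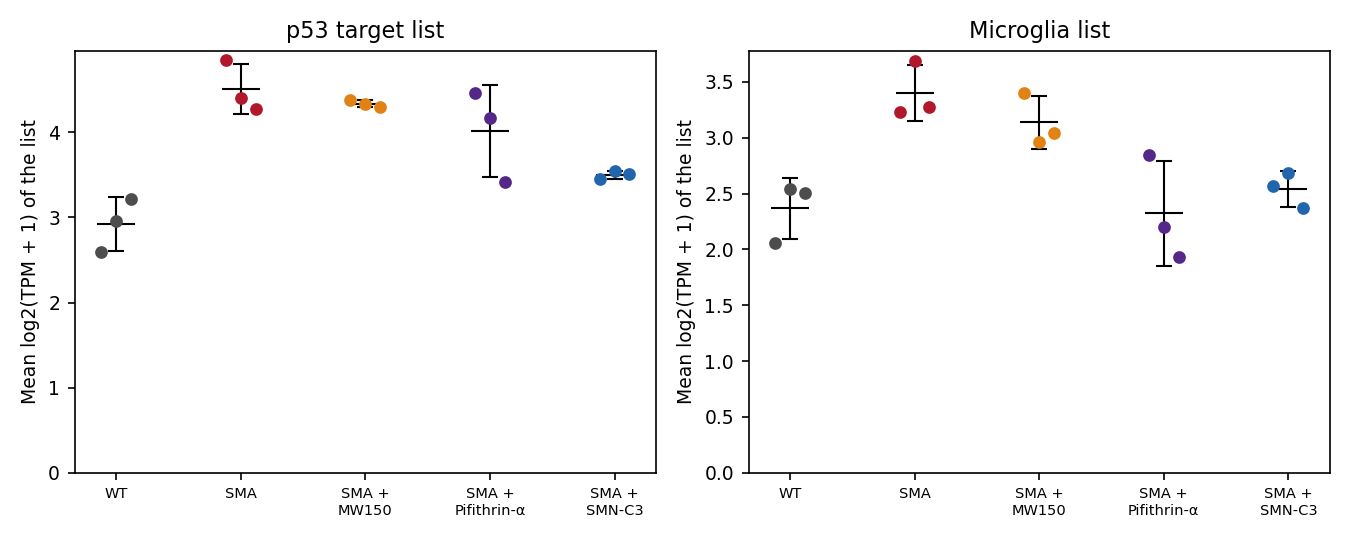
Mean log2(TPM+1) per library of the p53 target list and of the microglia list, by group; points are libraries and bars the mean ± SD of 3. The p53 list mean is 2.92 ± 0.32 in WT, 4.51 ± 0.30 in SMA, 4.33 ± 0.04 with MW150, 4.01 ± 0.54 with Pifithrin-alpha and 3.50 ± 0.05 with SMN-C3.

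The comparison of SMA+MW150 with SMA asks what p38α inhibition changed. Of 15425 genes 1 was called, lower with MW150, and 293 had an unadjusted p under 0.05. That gene was Traj45, a T cell receptor joining segment of 63 bases (ENSMUSG00000076885.1; chromosome 14, 54172828 to 54172890, plus strand). It was listed at 6.29, 8.25 and 7.42 TPM in SMA and at 0 in the other 12 libraries, and without any 1 of the SMA libraries it fell below the filter. The call was also lost with a pseudocount of 0.1 and with the filter at a mean of 5 TPM. The groups did not overlap for 1687 genes (10.9%, chance 10%). The p53 list shifted by -0.17, with 31 of 43 genes lower (camera adjusted p 3.4e-04, fry adjusted p 0.77; exact permutation p = 0.5). Adjusted over the list alone, 0 genes were called, and 0 over all genes. Without SMA 1 the shift was -0.01 (camera p 0.33). The p38 and AP-1 list shifted by 0.13 (camera adjusted p 0.87) and the microglia list by -0.27 (camera adjusted p 0.0018, fry adjusted p 0.57). The remaining lists were not called: the integrated stress response (0.01), motor neuron identity (0.19), astrocyte (-0.16), oligodendrocyte lineage (0.09), vascular (-0.01), spinal interneuron (0.03) and red blood cell (-0.33).

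The comparison of SMA+Pifithrin-alpha with SMA asks what p53 inhibition changed. Traj45 was again the 1 called gene (lost with a pseudocount of 0.1, with the filter at a mean of 5 TPM and in a fit of only these groups), and 1652 genes had an unadjusted p under 0.05. The groups did not overlap for 2358 genes (15.3%, chance 10%). The p53 list shifted by -0.49, with 37 of 43 genes lower (camera adjusted p 0.0066, fry adjusted p 0.41; exact permutation p = 0.3). Adjusted over the list alone, 0 genes were called, and 0 over all genes. The list mean was 4.46, 4.16 and 3.42 in the 3 libraries, so SMA+Pifithrin-alpha 3 set most of the shift. Without it the p53 target list shift, SMA+Pifithrin-alpha vs SMA, was -0.20 (camera p 0.0070), and with the mitochondrial share as a term it was -0.13. Without SMA 1 it was -0.32 and the call was lost (camera p 0.27). The microglia list shifted by -1.13 (camera adjusted p 2.1e-06, fry adjusted p 0.026). Oligodendrocyte lineage (-1.15, camera adjusted p 7.2e-04) and astrocyte genes (-0.77, 0.0045) passed camera only. The p38 and AP-1 (-0.44), integrated stress response (-0.45), motor neuron identity (0.03), vascular (-0.57), spinal interneuron (-0.26) and red blood cell (-1.05) lists were not called.

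The comparison of SMA+SMN-C3 with SMA asks what raising SMN through SMN2 splicing changed. Here 10 genes were called, all lower with SMN-C3, and 1315 had an unadjusted p under 0.05. Leaving out 1 library gave 0 (without SMA 1 or SMA 2) to 11 genes (without SMA 3), and quantile normalization gave 5. With the mitochondrial share as a term, 4 genes were higher and 25 lower. The groups did not overlap for 3200 genes (20.7%, chance 10%). Besides Traj45, the 10 included Ly6d, listed at 0 in SMA+SMN-C3 (adjusted p 0.0025), Bglap2 and Ddit4l. Bglap2 (ENSMUSG00000074486.2; chromosome 3, 88377736 to 88378699, minus strand) was listed at 40.04, 11.9 and 2.88 TPM in SMA and at 0 in SMA+SMN-C3 and in WT (adjusted p 0.035). Ddit4l (ENSMUSG00000046818.7; chromosome 3, 137621612 to 137628333, plus strand) fell from 19.4 ± 11.7 to 0.717 ± 0.358 TPM (log2 -3.41, SE 0.55, adjusted p 0.028). The calls of Bglap2 and Ddit4l were each lost in 5 of the 6 fits that left out 1 library, and that of Ly6d in 2.

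The p53 list shifted by -1.01 between SMA+SMN-C3 and SMA, with 43 of 43 genes lower (camera adjusted p 9.7e-16, fry p 0.0036 and 0.051 after adjustment over the 100 list tests; exact permutation p = 0.1, the smallest possible). Adjusted over the list alone, 16 genes were called, all lower, against 1 over all genes. With median-of-ratios scaling the shift was -0.78. Motor neuron identity genes rose by 0.22 (camera adjusted p 1.8e-05, fry adjusted p 0.57). Camera also called lower microglia (-0.89, adjusted p 2.3e-05; fry adjusted p 0.051), astrocyte (-0.88, 6.0e-04) and red blood cell genes (-1.20, 0.041), the last lost in 3 of 6 fits that left out 1 library. The p38 and AP-1 (-0.11), integrated stress response (-0.35), oligodendrocyte lineage (-0.76), vascular (-0.48) and spinal interneuron (-0.49) lists were not called.

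Treated groups were compared with WT to see what remained of the SMA difference. SMA+MW150 differed from WT in 22 genes (21 higher, 1 lower; 1578 at an unadjusted p under 0.05). Among them, Gm14494, a processed pseudogene within Efcab8 on the same strand and so uncertain (ENSMUSG00000083097.3; chromosome 2, 153826171 to 153826605, plus strand), was listed at 0 in WT and at 12.1, 23.6 and 20.7 TPM with MW150 (adjusted p 0.021). Its call was lost in all 6 fits that left out 1 library. Ly6d was listed at 23.1, 16.6 and 30.9 TPM with MW150 (adjusted p 0.0014 against WT). SMA+Pifithrin-alpha differed from WT in 18 genes (16 higher, 2 lower; 892 at an unadjusted p under 0.05), and in 30 without SMA+Pifithrin-alpha 3 and 5 without SMA+Pifithrin-alpha 2; with array weights 429 were higher and 180 lower. Fas (ENSMUSG00000024778.13; chromosome 19, 34290666 to 34327772, plus strand) rose from 1.93 ± 1.68 TPM in WT to 23.3 ± 7.78 TPM (3.25, SE 0.50, adjusted p 0.013), a call lost in 1 of 6 such fits. Cstad (ENSMUSG00000047363.4; chromosome 2, 30595040 to 30608943, plus strand) fell from 5.21 ± 0.336 to 0.119 ± 0.206 TPM (-2.49, SE 0.46, adjusted p 0.042), a call lost in all 6. Ly6d, at 11.5, 14.001 and 3.41 TPM with Pifithrin-alpha, had an adjusted p of 0.039 and lost its call in 5 of 6 fits.

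SMA+SMN-C3 differed from WT in 3 genes (1128 at an unadjusted p under 0.05). These were Smn1, Cdkn1a and Dcxr, the last at 106 ± 6.64 TPM (2.82, adjusted p 0.0044). The split of 2 higher and 1 lower moved with the processing, to 4 and 1 under median-of-ratios scaling and under quantile normalization, 0 and 2 with no filter, 2 and 3 with the Y-linked score as a term, 13 and 26 with array weights, and 3 and 5 without WT 3. The p53 list stayed above WT by 1.41 with MW150 (camera adjusted p 2.9e-24, fry adjusted p 0.0099; 42 of 43 genes higher), by 1.09 with Pifithrin-alpha (5.4e-25, 0.042; 37 of 43) and by 0.58 with SMN-C3 (2.4e-08, 0.41; 33 of 43). Adjusted over the list alone, 29, 20 and 6 genes were called, against 6, 7 and 2 over all genes. The exact permutation p of the list mean was 0.1 in each case. Microglia genes stayed higher with MW150 (0.82, camera adjusted p 0.0033, fry adjusted p 0.071), and p38 and AP-1 genes were higher with SMN-C3 (0.36, camera adjusted p 0.024, fry adjusted p 0.61).

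Differences between treatments were tested directly. SMA+MW150 and SMA+Pifithrin-alpha differed in 0 genes (1386 at an unadjusted p under 0.05) and SMA+Pifithrin-alpha and SMA+SMN-C3 in 0 (1103). SMA+MW150 and SMA+SMN-C3 differed in 1 gene (1778 at an unadjusted p under 0.05), Ly6d, listed at 0 with SMN-C3 (adjusted p 0.0083, lost in 3 of 6 fits that left out 1 library). The split of 1 higher and 0 lower became 1 higher and 1 lower under quantile normalization and without SMA+SMN-C3 2. Larger moves were 54 higher and 1 lower with the mitochondrial share as a term, and 372 and 3 without the pair of high-share libraries. A fit of only these groups gave 655 and 9, and array weights 1334 and 32. With no filter there were 0 calls. The p53 list was higher with MW150 than with SMN-C3 by 0.83 (42 of 43 genes; camera adjusted p 9.3e-08, fry adjusted p 0.096; exact permutation p = 0.1). It was higher with Pifithrin-alpha than with SMN-C3 by 0.51 (34 of 43; camera adjusted p 4.8e-05, fry adjusted p 0.41; exact permutation p = 0.4). Between MW150 and Pifithrin-alpha the difference was 0.32 (37 of 43; camera adjusted p 0.64; exact permutation p = 0.4). Adjusted over the list alone, 12, 9 and 0 genes were called in these comparisons, against 0 over all genes in each. Oligodendrocyte lineage (1.24, camera adjusted p 3.7e-04), microglia (0.86, 0.0028) and p38 and AP-1 genes (0.57, 0.048) were higher with MW150 than with Pifithrin-alpha, none of them under fry. Camera alone also called astrocyte (0.72, adjusted p 0.041) and motor neuron identity genes (-0.03, 0.0018) for MW150 against SMN-C3, and p38 and AP-1 genes (-0.33, 0.020) for Pifithrin-alpha against SMN-C3.

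Over the 56 genes called between SMA and WT, the median return toward WT was 15.8% with MW150, 27.6% with Pifithrin-alpha and 68.7% with SMN-C3. By draws of residual libraries with replacement, p was 0.118, 0.006 and 0.002, the last the smallest the draws allow. SMA enters both changes, so part of a return comes from noise shared between them. The null, which redraws that noise for the same 56 genes, spanned -0.219 to 0.191 around a median of 0.0023. No draw chose its genes anew. The null thus lacks the part of a return that comes from choosing genes by their SMA change. Its p-values may be too small. The genes that moved toward WT were 51, 52 and 56, those called against SMA 1, 1 and 10, and those still called against WT 22, 17 and 3. In simulations without any treatment effect the median still called against WT was 47 (21.5 to 56). The MW150 return passed the threshold under 4 alternatives on scaling, filter or libraries (0.171 to 0.204) and without SMA 3 (0.268, p 0.004), and fell to 0.059 without SMA 1. The Pifithrin-alpha return was 0.196 to 0.469 and the SMN-C3 return 0.482 to 0.751 when 1 library was left out.

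**Figure D4:**
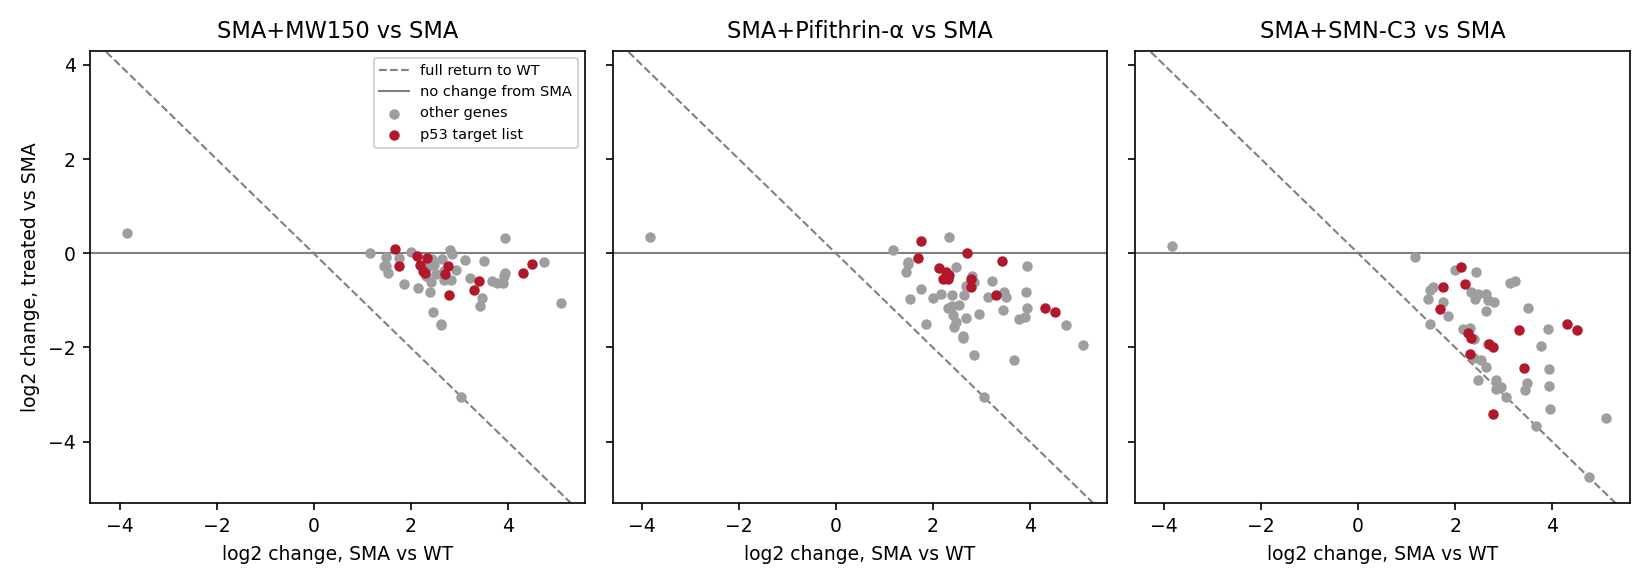
Log2 change of treated against SMA libraries (vertical) plotted on the log2 change of SMA against WT (horizontal) for the 56 called genes, 1 panel per treatment; red points are the 14 genes of the p53 list, the dashed line is full return to WT and the solid line no change. The median return is 15.8% with MW150, 27.6% with Pifithrin-alpha and 68.7% with SMN-C3.

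Isoform use asks whether transcripts of a gene changed unequally. For SMA against WT, diffSplice called 120 of 9336 genes (1455 at an unadjusted p under 0.05) and the fit with a spread per transcript 5 (1186), with 3 called by both. For MW150, Pifithrin-alpha and SMN-C3 against SMA, diffSplice called 0, 22 and 13 genes (480, 975 and 635 at an unadjusted p under 0.05). The spread per transcript called 0 in each (415, 707 and 577). No treatment effect on isoform use therefore held under both methods.

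For U2af1, the transcript ENSMUST00000236475.1 (chromosome 17, 31647289 to 31658741, minus strand, protein coding) was at 64.8, 83.8 and 52.96 TPM in SMA and 0.313, 5.04 and 7.27 TPM in WT, or 40.5% and 5.3% of the gene. The adjusted p of U2af1 was 8.1e-05 with diffSplice and 0.088 with a spread per transcript. Zmynd8 (1.0e-04 and 0.26) gained ENSMUST00000109262.7 (chromosome 2, 165827182 to 165896950, minus strand), listed at 13.7, 13.9 and 10.1 TPM in SMA and 0.485, 0.455 and 0.447 TPM in WT. Mrpl20 (4.6e-04 and 0.038) gained ENSMUST00000185148.7 (chromosome 4, 155803647 to 155808798, plus strand), listed at 24.1, 26.5 and 11.7 TPM in SMA and 0, 1.28 and 0 TPM in WT. With diffSplice these 3 genes stayed called in all 6 fits that left out 1 library.

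Among the isoform changes with SMN-C3, Dynll1 had an adjusted p of 4.3e-09 (0.39 with a spread per transcript) and kept its diffSplice call in all 6 fits that left out 1 library. Its retained-intron transcript ENSMUST00000125959.1 (chromosome 5, 115300276 to 115300934, minus strand) was at 130, 158 and 176 TPM in SMA and 2.12, 0 and 19.5 TPM with SMN-C3. Ndufaf4 (0.010) and Brms1l (0.010) lost their calls in 4 and 5 of 6 fits. With Pifithrin-alpha, Ttc3 had an adjusted p of 1.4e-04 (0.75 with a spread per transcript). Its transcript ENSMUST00000231850.1 (chromosome 16, 94419446 to 94429425, plus strand, nonsense-mediated decay) was listed at 0 in SMA and at 0.284, 368 and 511 TPM with Pifithrin-alpha; the call was lost in 2 of 6 fits that left out 1 library (adjusted p up to 0.21). Snu13 (0.0046) and Mum1l1 (0.019) lost their calls in 2 and 4 of 6 fits. With MW150 the smallest adjusted p were 0.095 (Gmpr), 0.095 (Rps14) and 0.12 (Heatr5b). Mdm2 and Mdm4 were not called for isoform use between SMA and WT or between any treated group and SMA (adjusted p 0.66 and 0.64 for SMA against WT). The main Mdm2 transcript, ENSMUST00000020408.15, made up 52.2% ± 41.1 of the gene in WT and 59.7% ± 5.76 in SMA. The main Mdm4 transcript, ENSMUST00000188090.6, made up 44.5% ± 17.1 and 45.9% ± 16.5.

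Across the 5 groups at once, the limma F test called 34 genes (smallest adjusted p 6.2e-05). With the mitochondrial share as a term it called 67, and when 1 library was left out 20 (without WT 2) to 47 genes (without SMA+Pifithrin-alpha 3). Snrpa1, a splicing factor gene chosen after its values were seen (ENSMUSG00000030512.13; chromosome 7, 66059003 to 66074587, plus strand, overlapping Gm45213 on its strand and so uncertain), moved by 0.01 with MW150, 0.06 with Pifithrin-alpha and -0.07 with SMN-C3 against SMA, none of them called. It was at 68.4 ± 4.75 TPM in WT, 158 ± 34.3 TPM in SMA, 157 ± 9.52 TPM with MW150, 163 ± 23.0 TPM with Pifithrin-alpha and 149 ± 28.0 TPM with SMN-C3. Its rise in SMA (1.17, SE 0.23, adjusted p 0.030) lost its call in 5 of 6 fits that left out 1 library and under median-of-ratios scaling (0.92, adjusted p 0.23). Over its alternatives the adjusted p of Snrpa1, SMA vs WT, ranged from 0.0037 to 0.31.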

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

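Of the tests in this part, the term for the mitochondrial share, and the use of median-of-ratios scaling (itself a setting fixed in advance) to weigh an explanation, were chosen only after the result was seen; the terms for RNA of other cell types and for background from silent genes, and leaving out 1 library, were chosen before.

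In a direct test between MW150 and SMN-C3 the p53 list passed camera, and fry only before adjustment. The list was higher with MW150 by a mean log2 of 0.83 (42 of 43 genes; camera adjusted p 9.3e-08), and the libraries of the groups did not overlap. Under fry the p was 0.0096, and 0.096 after adjustment over the 100 list tests. After that adjustment the call thus rests on camera's preset correlation. The exact permutation test gave 0.1, the smallest that 3 libraries against 3 allow. The tables argue against the scaling of TPM as the whole cause: median-of-ratios scaling brought the median of all genes from 0.30 to 0.01 and left the list at 0.53 (fry p 0.0064). A term for the mitochondrial share left 0.75 (fry p 9.8e-04). A term for the RNA of other cell types left 0.74 (fry p 0.044), and a term for background from olfactory and vomeronasal receptor genes, taken as silent, left 0.93 (fry p 0.012). Groups stayed apart after each of the 4 corrections. Leaving out 1 library gave 0.81 to 0.85 (fry p 0.022 to 0.028). A difference between the treatments may remain, as a hypothesis found and tested on the same data; no batch is given in the labels, so a batch that follows the groups was not tested.

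Between Pifithrin-alpha and SMN-C3 the p53 list passed camera alone. It was higher with Pifithrin-alpha by a mean log2 of 0.51 (34 of 43 genes; camera adjusted p 4.8e-05), but fry gave 0.074 (0.41 after adjustment) and the libraries of the groups overlapped. The exact permutation p was 0.4. The tables argue against scaling and the mitochondrial share as the whole cause: median-of-ratios scaling left 0.51 (fry p 0.0082), a term for the mitochondrial share left 0.76 (fry p 0.0015), and the groups were apart after either. After a term for the RNA of other cell types (0.52, fry p 0.076), and after one for background from silent genes (0.58, fry p 0.068), the groups overlapped as they did before. Neither of these can be told apart from a treatment difference, because the spread of the Pifithrin-alpha libraries keeps both open. Without SMA+Pifithrin-alpha 1 the difference was 0.29 (fry p 0.35) and without SMA+Pifithrin-alpha 3 it was 0.81 (fry p 0.0031), so these libraries decide its size. A treatment difference may exist but stays untested apart from these libraries.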

How the results depend on the processing

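Chosen only after the data were seen were the tests with a Y-linked score or the mitochondrial share as a term, without WT 1 and SMA+Pifithrin-alpha 3 (the 2 libraries with the highest mitochondrial share), with a spread per transcript for isoforms, with the null of residual libraries for the returns, and the algorithm of the array weights. The planned sex score was not run, since the table lists no Xist. The files hold no counts, and the estimated depth of the libraries entered no alternative here, so a gene listed at 0 is not shown to be absent.

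The direction of the p53 list shift held in every alternative for SMA against WT (1.25 to 1.96), MW150 against SMA (-0.24 to -0.13), Pifithrin-alpha against SMA (-0.56 to -0.13) and SMN-C3 against SMA (-1.19 to -0.73). The first and the last kept their call in each, the last under fry by its own p (0.0036; 0.051 when adjusted over the 100 list tests). Under fry the shifts of -0.17 with MW150 and -0.49 with Pifithrin-alpha lost their call. When 1 library was left out, the p53 target list shift, SMA vs WT, was 1.42 to 1.73, and that of SMN-C3 against SMA was -1.12 to -0.84, with all calls kept. The p53 target list shift, SMA+MW150 vs SMA, was -0.29 to -0.0050 and lost its call without SMA 1 (p 0.33). The p53 target list shift, SMA+Pifithrin-alpha vs SMA, was -0.72 (without SMA+Pifithrin-alpha 1) to -0.20 (without SMA+Pifithrin-alpha 3, call kept, p 0.0070) and lost its call without SMA 1 (-0.32, p 0.27). Both calls thus rest on SMA 1.

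With a pseudocount of 0.1, MW150 against SMA had 0 called genes, Pifithrin-alpha against SMA 0, MW150 against SMN-C3 8, Pifithrin-alpha against SMN-C3 2. For genes with changed isoform use, SMA+MW150 vs SMA gave 1, SMA+Pifithrin-alpha vs SMA 34 and SMA+SMN-C3 vs SMA 47. With no filter there were 35 called genes for SMA against WT (25 shared with the 56), 2 for MW150 and 3 for Pifithrin-alpha against SMA, 13 for MW150 and 6 for Pifithrin-alpha against WT, 0 for MW150 against SMN-C3, and 17 in the F test. Here more genes were tested, which changes the adjustment. The same setting gave 633 genes with changed isoform use, SMA vs WT, 131 with MW150, 346 with Pifithrin-alpha and 237 with SMN-C3 (genes with changed isoform use, SMA+MW150 vs SMA, genes with changed isoform use, SMA+Pifithrin-alpha vs SMA, and genes with changed isoform use, SMA+SMN-C3 vs SMA). With a mean of at least 5 TPM, 0 genes were called for MW150 and 0 for Pifithrin-alpha against SMA, since Traj45 is below that filter, 4 for SMN-C3 against SMA (4 shared) and 22 in the F test. Isoform genes were then 44 for SMA against WT, 4 for Pifithrin-alpha and 7 for SMN-C3 (genes with changed isoform use, SMA vs WT, and as named above).

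Median-of-ratios scaling gave 5 genes for SMN-C3 against WT, and 4 and 32 genes with changed isoform use, SMA+MW150 vs SMA and genes with changed isoform use, SMA+SMN-C3 vs SMA. Quantile normalization gave 5 genes for SMN-C3 against SMA (5 shared), 5 for SMN-C3 against WT and 2 for MW150 against SMN-C3 (1 higher, 1 lower). Without mitochondrial genes, MW150 against SMN-C3 had 5. The cause of these changes was not tested.

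The replicate numbers do not pair the libraries: residuals of libraries with the same number had a median r of 0.0079 over 30 pairs (-0.342 to 0.285; 4 pairs over 0.1), and those with other numbers 0.0078 over 60 pairs (-0.253 to 0.342; 16 pairs over 0.1). With a replicate block, MW150 against SMN-C3 had 7 called genes and genes with changed isoform use, SMA+Pifithrin-alpha vs SMA, fell to 10. The other counts stayed within 1.5 times, with 48 genes for SMA against WT, 11 for SMN-C3 against SMA and 30 in the F test.

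Array quality weights raised most counts. There were 100 genes for SMA against WT (56 shared), and 3, 1574 and 231 for MW150, Pifithrin-alpha and SMN-C3 against SMA. Against WT there were 91, 609 and 39 for MW150, Pifithrin-alpha and SMN-C3. Between treatments there were 2660 for MW150 against Pifithrin-alpha, 1366 for MW150 against SMN-C3 and 2341 for Pifithrin-alpha against SMN-C3. The F test (genes differing among the 5 groups) called 3228. Isoform genes rose to 118 with MW150, 1464 with Pifithrin-alpha and 181 with SMN-C3 (genes with changed isoform use, SMA+MW150 vs SMA, genes with changed isoform use, SMA+Pifithrin-alpha vs SMA, and genes with changed isoform use, SMA+SMN-C3 vs SMA). The regroupings under other observations bear on these counts.

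The Y-linked score as a term gave 2 genes for MW150 against SMA, 10 for Pifithrin-alpha against WT, 5 for SMN-C3 against WT and 11 for MW150 against SMN-C3. The mitochondrial share as a term gave 29 for SMN-C3 against SMA, 40 for Pifithrin-alpha and 9 for SMN-C3 against WT, 55 for MW150 and 6 for Pifithrin-alpha against SMN-C3, and 67 in the F test. Isoform genes were then 46 for SMA against WT, 18 for MW150 and 95 for SMN-C3 (genes with changed isoform use, SMA vs WT, genes with changed isoform use, SMA+MW150 vs SMA, and genes with changed isoform use, SMA+SMN-C3 vs SMA). Without the pair of libraries with the highest share there were 88 genes for SMA against WT (52 shared), 166 for SMN-C3 against SMA, 42 for MW150 and 7 for SMN-C3 against WT, 375 for MW150 and 5 for Pifithrin-alpha against SMN-C3, and 131 in the F test. Isoform genes were 69, 34, 62 and 115 for SMA against WT, MW150, Pifithrin-alpha and SMN-C3 (with genes with changed isoform use, SMA+Pifithrin-alpha vs SMA, among them). The cause was not tested.

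A fit of only the groups compared gave 16 genes for SMA against WT (16 shared), 2 for MW150, 0 for Pifithrin-alpha and 21 for SMN-C3 against SMA, 0 for Pifithrin-alpha against WT, 1 for MW150 against Pifithrin-alpha and 664 for MW150 against SMN-C3. It has fewer libraries to estimate the spread from, and the spread then comes from those groups alone. With a spread per transcript, isoform genes were 5 for SMA against WT and 0 for Pifithrin-alpha and 0 for SMN-C3 against SMA. Gene values summed from transcripts kept all 8 results run on them, and limiting the returns to genes changed by at least 1 on the log2 scale kept all 3.

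The return with MW150 passed its threshold with no filter (0.171), with median-of-ratios scaling (0.19), with quantile normalization (0.204) and without the pair of libraries with the highest mitochondrial share (0.18). The returns with Pifithrin-alpha (0.206 to 0.381) and SMN-C3 (0.524 to 0.717) kept their calls in every alternative (reversal by SMA+Pifithrin-alpha, reversal by SMA+SMN-C3). When 1 library was left out, reversal by SMA+MW150 was 0.059 (without SMA 1) to 0.268 (without SMA 3, p 0.004), while Pifithrin-alpha (0.196 to 0.469) and SMN-C3 (0.482 to 0.751) stayed called.

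Leaving out each library in turn gave 20 (without SMA 1) to 56 genes for SMA against WT. It gave 0 to 1 for MW150 and 0 to 1 for Pifithrin-alpha against SMA (0 without any 1 SMA library), and 0 (without SMA 1 or SMA 2) to 11 for SMN-C3 against SMA. Against WT it gave 9 (without SMA+MW150 3) to 22 for MW150, 5 (without SMA+Pifithrin-alpha 2) to 30 (without SMA+Pifithrin-alpha 3) for Pifithrin-alpha and 2 to 8 (without WT 3) for SMN-C3. Between treatments it gave 0 to 2 for MW150 against SMN-C3 and 0 throughout for the other two. The F test called 20 (without WT 2) to 47 (without SMA+Pifithrin-alpha 3). Isoform genes were 10 (without SMA 1) to 476 (without WT 3) for SMA against WT, 0 to 4 for MW150, 0 (without SMA+Pifithrin-alpha 3) to 438 (without SMA+Pifithrin-alpha 1) for Pifithrin-alpha and 3 (without SMA 3) to 9 for SMN-C3. With 2 libraries left in a group the fits have fewer samples.

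Changes of direction came only in results that were not called. Mdm4, SMA vs WT, was 0.29 with array weights, 0.20 with the Y-linked score, 0.14 with the mitochondrial share and 0.40 without the pair of high-share libraries. Tmem41b, SMA vs WT, was -0.12 with median-of-ratios scaling and -0.086 with quantile normalization. Trp53, SMA+MW150 vs SMA, was 0.030 with array weights and 0.00053 with the mitochondrial share. Snrpa1, SMA+MW150 vs SMA, was -0.069 with median-of-ratios scaling. The p53 target list shift, SMA+MW150 vs SMA+Pifithrin-alpha, was -0.0081 with the mitochondrial share.

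For Pifithrin-alpha, Mdm2, SMA+Pifithrin-alpha vs SMA, was 0.16 with median-of-ratios scaling, 0.094 with quantile normalization, 0.020 without mitochondrial genes, 0.23 with the mitochondrial share and 0.051 without the pair. Mdm4, SMA+Pifithrin-alpha vs SMA, was -0.12 with the Y-linked score. Tmem41b, SMA+Pifithrin-alpha vs SMA, was, in the order of these settings for Mdm2, 0.24, 0.13, 0.10, 0.0085 and 0.054, and 0.15 with array weights. Chat, SMA+Pifithrin-alpha vs SMA, was 0.013 with median-of-ratios scaling, 0.20 with the mitochondrial share and 0.19 without the pair. Snrpa1, SMA+Pifithrin-alpha vs SMA, was -0.091 with array weights and -0.042 without the pair. For SMN-C3, Tmem41b, SMA+SMN-C3 vs SMA, was 0.018 with median-of-ratios scaling. Snrpa1, SMA+SMN-C3 vs SMA, was 0.19 with that scaling, 0.0076 with quantile normalization and 0.019 with array weights. The cause was not tested; scaling moved the median of all genes from -0.22 to -0.02 for Pifithrin-alpha against SMA.

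When 1 library was left out, direction changed for Mdm4, SMA vs WT (-0.43 to 0.40), Tmem41b, SMA vs WT (-0.027 to 0.27) and Chat, SMA vs WT (-0.31 to 0.031, without WT 3). With MW150 it changed for Trp53, SMA+MW150 vs SMA (-0.18 to 0.10), Cdkn1a, SMA+MW150 vs SMA (-0.60 to 0.041), Mdm2, SMA+MW150 vs SMA (-0.17 to 0.30), Ccng1, SMA+MW150 vs SMA (-0.49 to 0.012) and Snrpa1, SMA+MW150 vs SMA (-0.16 to 0.16), each highest without SMA 1. With Pifithrin-alpha it changed for Mdm2, SMA+Pifithrin-alpha vs SMA (-0.36 to 0.12), Tmem41b, SMA+Pifithrin-alpha vs SMA (-0.16 to 0.13) and Snrpa1, SMA+Pifithrin-alpha vs SMA (-0.11 to 0.21), each highest without SMA 1, and for Chat, SMA+Pifithrin-alpha vs SMA (-0.60 to 0.19, without SMA+Pifithrin-alpha 3). With SMN-C3 it changed for Smn1, SMA+SMN-C3 vs SMA (-0.11, without SMA+SMN-C3 3, to 0.33) and Snrpa1, SMA+SMN-C3 vs SMA (-0.24 to 0.078).

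Over the 87 single-gene and list results and all alternatives, 1369 of 1582 values kept direction and side of the threshold, 136 became weaker, 23 stronger and 54 changed direction; 59 of the 87 changed at least once.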

Other observations

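The splits of the libraries, the correction for a larger share of other cell types, median-of-ratios scaling as a setting and leaving out 1 library were chosen before the results were seen; the use of that scaling to weigh an explanation, and the other tests in this part, were chosen only after.

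The 10 ways to split 6 libraries into 3 and 3, the real one included, were run for each comparison; a share under 1 of 10 cannot occur. A count of called genes as large as the real one came from 1 of the 10 splits for SMA against WT, 1 for SMN-C3 against SMA, and 1 each for MW150 against WT, SMN-C3 against WT and MW150 against SMN-C3. It came from 2 of the 10 for MW150 against SMA and 2 for Pifithrin-alpha against SMA. Where the real count was 0 (MW150 and SMN-C3 against Pifithrin-alpha), 10 of the 10 reached it. A p53 list shift as large came from 1 split for SMA against WT, 5 for MW150 against SMA, 3 for Pifithrin-alpha against SMA and 1 for SMN-C3 against SMA. A return toward WT as large came from 3 splits for MW150, 1 for Pifithrin-alpha and 1 for SMN-C3. Other splits gave up to 0.270 for Pifithrin-alpha against the real 0.276, and up to 0.389 for SMN-C3 against 0.687. As many genes with changed isoform use came from 2 splits for SMA against WT (another gave 147 genes against the real 120), 10 for MW150 against SMA (where the real count was 0), 4 for Pifithrin-alpha (others gave 126, 38 and 23 against 22) and 2 for SMN-C3 (another gave 28 against 13).

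For Pifithrin-alpha against WT, 3 of the 10 splits gave as many genes as the real 18. The split that set WT 1 together with SMA+Pifithrin-alpha 2 and 3, the libraries with the highest mitochondrial shares, called 3038 genes. The split that set SMA+Pifithrin-alpha 3 with WT 1 and WT 2 called 895. The other two of the 4 splits that join WT 1 and SMA+Pifithrin-alpha 3 called 0 genes each, so joining them does not suffice. With the mitochondrial share as a term the real comparison called 40 genes, 18 of them shared with the reported ones. Across the 5 groups, 4 of 100 random splits of the 15 libraries gave as many genes as the real 34. The other 3, with 1951, 831 and 419 genes, all placed WT 1 and SMA+Pifithrin-alpha 3 in 1 group, but 12 of the 100 splits did so, of which 8 called 0 genes and 1 called 2. With the mitochondrial share as a term the F test called 67 genes, and without these libraries 131.

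Microglia genes were higher in SMA than in WT by a mean log2 of 1.09, in 13 of 13 genes. The filter kept 13 of the 14 genes of the list, which shares none with another list. Among its genes, C1qb was at a mean of 9.17 TPM in WT and 31.0 TPM in SMA, and C1qc was at 6.33 ± 2.36 TPM in WT and 25.1 ± 5.31 TPM in SMA. The tables argue against a larger share of all other cell types as the whole cause, since a term for the other lists left 0.90 (fry p 0.0026) with the groups apart. They also argue against scaling, since median-of-ratios scaling left 0.88 (fry p 2.5e-04). Leaving out 1 library gave 0.91 to 1.19. More microglial RNA around SMA motor neurons, from more cells or more RNA per cell, may explain it; this is a hypothesis, and the captured material was not examined here. The list also fell by 1.13 with Pifithrin-alpha and by 0.89 with SMN-C3 against SMA.

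Traj45, the 1 gene called for MW150 and Pifithrin-alpha against SMA, is listed in the 3 SMA libraries alone. T cells in those libraries would bring other T cell genes. The sum of 11 such genes was 23.5 TPM in SMA+MW150 2, a library without Traj45, against 9.49, 16.2 and 20.2 TPM in SMA; Trac, the most abundant in every library, was at 17.2 TPM in SMA+SMN-C3 1, 15.8 TPM in SMA+SMN-C3 3 and 15.4 TPM in SMA+MW150 2, all without Traj45, and 8.33 to 13.7 TPM in SMA. Both go against T cells. T cell receptor V genes go the other way, but were picked after their values were seen and so decide nothing: Trav6-7-dv9 was at 7.79, 3.82 and 4.56 TPM in SMA, at 0 in WT and at most 3.24 TPM elsewhere (SMA against WT, adjusted p 0.014), and Trav6d-7 and Trav6n-7, listed at the same value in every library and so 1 signal, were at 2.27 to 5.57 TPM in SMA and at most 2.26 TPM elsewhere. T cells thus cannot be told apart from other sources, because the sum rests mostly on Trac, whose level in every library would hide a small share. Relative to estimated depth, Traj45 stood at 2.03 to 2.19 times the smallest value that joining segments of 63 bases take (9 values above 0 of 3 other segments). In SMA 3 it was at 7.42 TPM, where Traj24 and Traj46, of the same length, were at 3.71 TPM. This may be a few fragments on a very short transcript; an effect of the treatments stays untested.

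SMA 3 listed 22202 genes above 0, the most of the 15 libraries. Greater depth is argued against, since its estimated depth ranked 12 of 15. Genes that neurons do not use were often above 0 in it. Of 157 immunoglobulin V pseudogenes, 15.9% were above 0, against at most 0.637% in any other library. So were 11 of 34 T cell receptor V pseudogenes (at most 1 elsewhere), 445 of 2637 unprocessed pseudogenes (at most 222) and 2651 of 9931 processed pseudogenes (at most 2085). Immunoglobulin V genes summed to 51.9 TPM, next to 25.95 TPM in SMA 1. B cells would bring constant genes in excess of these, but the 13 constant genes summed to 2.22 TPM in SMA 3 and 3.999 TPM in SMA 2, which argues against B cells as the source of the V signal. A list of 8 B cell genes, which holds some of the constant genes, was highest in SMA 3 (3.89 TPM, next 3.38 TPM in SMA 2), which by itself goes with B cells. Of the olfactory and vomeronasal receptor genes, 1016 were above 0 in SMA 3 (at most 847 elsewhere). Their mean log2 was also highest there (0.255, next 0.247 in WT 1). Their sum was 574 TPM in SMA 3 and 704 TPM in WT 1, so by sum SMA 3 did not stand out. Genomic DNA or another background may be the source of part of the pattern. It cannot be told apart from other sources, because the count and the sum of the receptor genes go different ways. No biological explanation other than B cells was tested.

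The share of TPM on retained-intron transcripts was 3.15% to 3.20% with SMN-C3 and 3.56% to 6.20% in the other 12 libraries. Lower depth is argued against for the group, since the median estimated depth was 54.1 M fragments with SMN-C3 and 33.7 M in the others. This does not hold for each library, since SMA+SMN-C3 3, with the lowest share (3.15%), was at 33.1 M. Over those 12 libraries the share went with the log2 of the summed TPM of olfactory and vomeronasal receptor genes, taken as silent. Pearson's r was 0.62 (permutation p 0.031) and Spearman's rho 0.57 (permutation p 0.055). Without WT 1 and SMA 1 it was weaker (r 0.16, p 0.66, and rho 0.26, p 0.47, permutation tests). Those libraries have the highest and lowest share of the 12 (6.20% and 3.56%). Leaving out both ends weakens any relation, so this fit cannot show whether the relation rests on them. Around the line of the 12 libraries, 1 of them, SMA 3, lay below the highest SMN-C3 library. It lay further below the line (-1.39) than the SMN-C3 libraries (-1.04 to -0.68). Background from silent genes could thus not be told apart from an effect of SMN-C3, because a library without SMN-C3 lay as low. The median log2 change of 7744 retained-intron transcripts against SMA was -0.35 with SMN-C3, 0.39 with MW150 and 0.05 with Pifithrin-alpha. It was -0.17, 0.03 and -0.23 for 25643 protein-coding ones, and -0.31, 0.19 and -0.11 for 4507 of the class annotated as processed transcript. With SMN-C3 the fall beyond that of protein-coding transcripts was thus not limited to retained introns. An effect of the splicing modifier may be present and stays untested.

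Array quality weights raised the count for Pifithrin-alpha against SMA from 1 to 1574 genes (739 higher, 835 lower). The weights ran from 0.138 (WT 1) and 0.188 (SMA+Pifithrin-alpha 3) to 5.71 (SMA+Pifithrin-alpha 2). In 100 regroupings of the residual libraries, where no group differs, the weighted fit called a median of 501 genes in its busiest comparison and the unweighted fit 0; at least 1 call came in 95 and 26 of the 100. In 4 of the 100 the weighted fit reached 1574 for that comparison. Weights estimated from the same libraries may thus understate the spread. A first version of the test, with group means made equal, gave 0 calls but was void, since the residuals of the most weighted library are near 0 by construction.

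Gm29216, an unprocessed pseudogene of 1 locus chosen after its values were seen (ENSMUSG00000101249.1; chromosome 1, 24615706 to 24616197, minus strand), was listed at 7979 to 45501 TPM, highest in WT 1 and SMA+Pifithrin-alpha 3. The mean log2 of Y-linked genes was 0.44 to 0.78 in WT 3, SMA 2, SMA 3 and SMA+MW150 2, and at least 3.21 in the other 11 libraries. None of the low libraries had received Pifithrin-alpha or SMN-C3, so sex may be uneven between these groups and SMA. The labels give no sex per library. With this score as a term, 1 gene was called for Pifithrin-alpha and 10 for SMN-C3 against SMA (1 and 9 shared with the reported ones).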
